A study of Yarrowia lipolytica with 40 samples. Its data were reported in "Inference and interrogation of a coregulatory network in the context of lipid accumulation in Yarrowia lipolytica" (2017).

How the data were processed

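RNA of Yarrowia lipolytica, an oleaginous yeast, was hybridised with a single dye (Cy3) to Agilent slides designed for this species, each carrying 8 arrays. The 40 arrays used here cover 13 groups. The reference group held 4 arrays of an RNA pool made from 3 early times of the culture, and each of samples 34 to 45 held 3 arrays. Groups and replicate numbers were taken from the sample labels. The design text and the methods call the replicates technical, and the study's results use both words. All samples came from successive times of a single D-stat culture, so every p-value given here measures only the spread between arrays, or between serial times, and not the spread between cultures.

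The scanner files hold 15744 spots per array, of which 14322 were probes and not controls. Per the file headers, the spot intensity is the mean or median pixel brightness, with the median of the local background beside it, and no normalization was applied to either by the image software, Mapix 5.5.0. The deposited percent of saturated pixels and the deposited signal-to-noise score, in SDs of the local background, come from the same software, as does a mark for spots that were not found. The study's methods name another scanner and program than these headers do. The authors' value table holds log2 fluorescence which, per the methods, was made with limma by normexp background correction with an offset of 10 and scale normalization between arrays. That version of limma was not given in the sources used here. Its columns correlated at r = 0.985 to 0.998 with the values computed here, with slopes from 0.961 to 1.07, which places it on the same log2 scale and in the same direction. The medians of its columns ran from 7.68 to 8.09, so they were not centred on 1 common value.

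Values were computed from the scanner files, following the stated methods, with limma 3.58.1 and the R package data.table (version 1.17.8) in R 4.3.3. Spot mean and background median were corrected by normexp with an offset of 10, arrays were scaled to a common median, and log2 was taken. Spots whose local background exceeded 5 times the median background of their array were left out of the normexp fit and replaced by the mean of the other arrays of the group. This affected 674 spots in all and at most 109 on 1 array, and was decided after the distributions of the arrays had been seen. Leaving these spots out of the fit could move a whole array, however few they were. Before scaling, the median absolute change (log2) was 1.93 in replicate 1 of sample 45. It was 1.19 in replicate 1 of sample 43 and 1.05 in replicate 2 of sample 34. Probes of a gene were averaged. Of the 6539 genes, 105 had 1 probe, 5709 had 2 and 725 had more. A spot counted as detected when the software had found it and its signal-to-noise score was at least 3, and a spot counted as saturated when over 50% of its pixels were. A gene was tested if it was detected on every array of at least 1 group, which left 5273 genes and excluded 1266. Where a gene was not detected on any array of a group, its fold is given as a lower bound: the bright group's mean against the dim group's mean of, per array, the higher of the lowest detected signal and the gene's own. Genes are identified by YALI0 locus tags. The reference gene table matched 0 of them, so the 104 names in use come from the study's list of transcription factors and from hand-written lists.

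Samples were compared with limma's linear model and empirical Bayes test, with Benjamini-Hochberg adjustment, over all 40 arrays. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold in each time sample against the reference, in sample 45 against sample 34, and between consecutive samples. For the trend over the N/C ratio and for samples 43 to 45 against samples 34 to 42, arrays were averaged so that each time sample gave 1 value, and a gene was called at an adjusted p under 0.05 alone. The size of a trend is the fitted difference, lowest minus highest N/C ratio. Gene lists were tested with camera, limma's competitive set test, with a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. The lists were genes annotated to lipid processes and to amino acid processes, the study's transcription factors, its ranked factors, and hand-written lists of fatty acid and triacylglycerol synthesis, beta-oxidation and filamentous growth. A list needed 5 tested members. Not tested, because no group had them detected on every array, were ACC1 of fatty acid synthesis and POX1 of beta-oxidation. The same held for the ranked factors MGF1-like, YALI0C20977g, YALI0E18161g and YALI0A12925g. The study placed YALI0C20977g and YALI0E18161g among its most influential factors. Lists to be formed by keyword could not be applied, because every gene description read in the files was Unknown.

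Groups, tests, lists and the first set of alternatives were fixed before the data were examined. Genes are named by a rule set at that time: the 8 largest changes in each direction among called genes that were detected and not saturated on every array compared, the genes of the hand-written lists and of the ranked factors, and up to 4 called members of every other list. Genes known only by a locus tag were limited to a few in each comparison. The alternatives covered background correction, scaling, the filter on dim genes, the choice of probe, the source of the values, the slide, the position on the slide, replicates, time samples and the fold minimum. What is called 75th percentile scaling below took the spot median minus the local background, with no normexp step. It scaled arrays to their 75th percentile and set values under 10 to 10. It therefore differs in background correction as well as in scaling. On simulated data of 5273 genes, the test of sample 45 against the reference recovered 46% of 50 genes changed 2-fold and 100% of 50 changed 4-fold, with 4 false calls. For the trend the shares were 62% and 100%, with 5 false calls. The first test also required an estimate of at least 2-fold, which the trend did not, so their shares at 2-fold cannot be compared. The estimate of a true 2-fold change falls below that minimum about as often as above it. The simulated spread was independent between genes, arrays and times, with no effect of slide, position or scaling. These false calls are therefore not an error rate for the real arrays.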

Results

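The D-stat culture was held at a constant dilution rate while the ammonium feed was lowered, so that the N/C ratio (molN per Cmol) fell and the cells moved from growth with sufficient nitrogen to nitrogen limitation, the condition under which this yeast stores lipid. The data comprised 4 arrays of the reference pool and 3 arrays for each of 12 time samples, from sample 34 (139.58 h, N/C ratio 0.0855) to sample 45 (161.58 h, 0.0421). Between 42.1% and 70.0% of the probes were detected per array (median 56.3%), and 0.0349% to 1.98% were saturated. The median raw signal of an array ranged from 102 to 614. Arrays of the same group correlated at r = 0.905 to 0.995 (median 0.978) and arrays of different groups at r = 0.885 to 0.991 (median 0.952). The number of arrays limits the precision. The median SD of a gene between arrays of a group was 0.32 on the log2 scale. No 2 arrays held identical values (0 pairs).

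Sample 34 opened the study's phase II and was compared with the reference, the pool of earlier times. All arrays of sample 34 lay at position 8 of a slide and all reference arrays at position 1. Position and group therefore cannot be told apart in this comparison. GZF1, a GATA zinc finger factor of the family that controls nitrogen metabolism, rose by 1.64 ± 0.27 (log2, SE; 3 against 4 arrays; adjusted p = 0.00106). YALI0E09933g, a gene with no name here, rose by 2.23 ± 0.19 (adjusted p = 1.7e-10), was called at no other time, and fell by 1.97 from sample 34 to 35 (adjusted p = 4.54e-08). The call of YALI0E09933g was lost with normexp on all spots (0.83, adjusted p = 0.812), with its brightest probe (0.79, 0.101) and under 75th percentile scaling (2.28, 0.133). Among lipid enzymes that were not called, ACL2, a subunit of the ATP citrate lyase that supplies cytosolic acetyl-CoA, differed by 0.34 ± 0.22 (adjusted p = 0.36), and POT1, the peroxisomal thiolase, by -0.62 ± 0.28 (adjusted p = 0.257), or -0.89 relative to the median of all genes. In all 4 genes were higher and 1 was lower, against 4 and 6 under quantile normalization and 3 and 19 under 75th percentile scaling. The median of all genes stood 0.27 above the reference in this sample, and list shifts are given relative to it.

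Amino acid, lipid and beta-oxidation genes lay below the rest of the genes in sample 34, although none of their members was called. Of 237 amino acid genes, 0 rose and 0 fell, also when adjusted over the list alone, and their median lay at -0.10 relative to all genes (camera adjusted p = 0.0129, or 0.39 with an estimated correlation). Of 250 lipid genes, 0 rose and 0 fell by either count, with a median of -0.10 (adjusted p = 0.0129, or 0.39 with an estimated correlation). Of 12 beta-oxidation genes, again 0 rose and 0 fell by either count, with a median of -0.24 (adjusted p = 0.0239, or 0.39 with an estimated correlation). The limma test behind these zeros gave 944 genes of the whole array at an unadjusted p under 0.05. Under quantile normalization the beta-oxidation list did not pass (adjusted p = 0.0947), nor did it (0.418) or the amino acid list (0.0697) under 75th percentile scaling. With the slide as a block the 3 medians were -0.12, -0.11 and -0.29 (adjusted p = 0.00604 for each). Within slides 1, 2 and 4, which held both groups, the amino acid median was -0.18, 0.01 and -0.09, the lipid median -0.16, -0.02 and -0.13, and the beta-oxidation median -0.47, -0.05 and -0.26. Neither the 130 transcription factors (1 up, 0 down, adjusted p = 0.109), nor the 12 ranked factors (1 up, 0 down, adjusted p = 0.0816), nor the 18 genes of fatty acid and triacylglycerol synthesis (0 and 0, adjusted p = 0.109), nor the 6 of filamentous growth (0 and 0, adjusted p = 0.159) passed, although the ranked factors did under quantile normalization (higher, adjusted p = 0.0433, or 0.236 with an estimated correlation). The call of GZF1 was lost when normexp was fitted on all spots, where it stood at 1.45 (adjusted p = 0.223), and without replicate 2, at 1.46 (adjusted p = 0.639).

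Sample 45, the last and most nitrogen-poor of the series, was compared with the reference. GZF1 rose to a mean log2 signal of 12.03 ± 0.04 (SD, n = 3) from 6.90 ± 0.40 (SD, n = 4), a difference of 5.13 ± 0.27 (SE; adjusted p = 7.16e-18). It was detected on 2 of the 4 reference arrays. YALI0C05709g, unnamed, rose by 4.79 ± 0.18 (adjusted p = 1.18e-22). Both subunits of ATP citrate lyase fell: ACL2 decreased by 1.48 ± 0.22 (adjusted p = 2.07e-06) and ACL1 decreased by 1.19 ± 0.20 (adjusted p = 2.5e-05). In all 89 genes rose and 214 fell, while 127 rose and 153 fell under quantile normalization. The genes called in the same direction under both were 241, of which 89 were higher and 152 lower. Under 75th percentile scaling most called genes were higher, 227 against 185, with 244 genes shared with the 303 and 0 called in opposite directions. The prevailing direction thus depended on the processing, since that setting changed the background correction besides the scaling. The median of all genes stood at -0.10, and at 0.14 under 75th percentile scaling. Relative to the former the differences were 5.23 for GZF1, -1.38 for ACL2 and -1.09 for ACL1.

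Transcription factors as a group lay above the other genes in sample 45. Of 130 measured, 7 rose and 2 fell, with 7 and 2 adjusted over the list alone, and the median lay 0.28 above all genes (camera adjusted p = 8.13e-06, or 0.331 with an estimated correlation). Besides GZF1, the members that rose included YALI0D14872g, a factor linked to carbon and nitrogen metabolism and detected on 1 of the 4 reference arrays, by 2.21 ± 0.27 (adjusted p = 5.04e-08), RME1, linked to hyphal growth and a repressor of meiosis in baker's yeast, by 1.26 ± 0.23 (adjusted p = 8.91e-05), and RPN4, the regulator of proteasome genes, by 1.05 ± 0.19 (adjusted p = 1.01e-04). TFB2, named for a subunit of the general factor TFIIH, decreased by 1.39 ± 0.21 (adjusted p = 5.13e-06). PUT3, the regulator of proline use, was called at 1.57 ± 0.50 (adjusted p = 0.0263), but 1 of its 3 arrays read 11.1 and the other two 6.86 and 6.67. The call of PUT3 rested on that array: without replicate 3 it stood at 0.205 (adjusted p = 0.802). Without replicate 4 it was also lost, at 1.46 (adjusted p = 0.0721). The ranked factors had 2 of 12 members up and 0 down, by both counts, with a median 0.34 above all genes (adjusted p = 9.18e-04, or 0.197 with an estimated correlation). The study chose that list on these samples, so it is not independent evidence. Of 6 filamentous growth genes, all of them also in the list of factors, 1 rose (RME1) and 0 fell, by both counts, with a median of 0.29 (adjusted p = 0.0367, or 0.331 with an estimated correlation). HOY1, a regulator of filamentation, differed by 0.17 ± 0.30 (adjusted p = 0.785). GZF3 differed by 0.68 ± 0.26 (adjusted p = 0.0725).

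Metabolic groups lay lower in the same sample. Of 237 amino acid genes 8 rose and 16 fell, by both counts, with a median of -0.23 relative to all genes (adjusted p = 0.00602, or 0.444 with an estimated correlation). Among those that fell was YALI0B16522g, which was not above background on any array of sample 45 and lay at least 16.9-fold lower than in the reference (adjusted p = 4.52e-20). YALI0F07535g, unnamed and in none of the lists, decreased by 3.90 ± 0.28 (adjusted p = 3.34e-14). Of 250 lipid genes 6 rose and 21 fell, by both counts, with a median of -0.13 (adjusted p = 0.028, or 0.473 with an estimated correlation). Under quantile normalization the same counts were 9 and 9 for amino acid genes and 7 and 16 for lipid genes. Of 12 beta-oxidation genes 1 rose and 2 fell, by both counts, with a median of -0.53 (adjusted p = 0.0367, or 0.444 with an estimated correlation), but under quantile normalization 1 rose and 1 fell and the list did not pass (adjusted p = 0.0772). POT1 decreased by 1.64 ± 0.28 (adjusted p = 4.66e-05) and MFE1, the multifunctional enzyme, decreased by 1.01 ± 0.35 (adjusted p = 0.0464), whereas PXA2, a subunit of the peroxisomal fatty acid transporter, rose by 1.14 ± 0.32 (adjusted p = 0.0108). Of 18 genes of fatty acid and triacylglycerol synthesis 0 rose and 3 fell, by both counts, and the list as a whole was not shifted (median -0.08, adjusted p = 0.473). The 3 were ACL1, ACL2 and the elongase ELO1, which decreased by 1.25 ± 0.43 (adjusted p = 0.0447). ACC1, also of that list, was not tested. The fatty acid synthase genes FAS1 and FAS2 differed by -0.17 ± 0.20 and -0.18 ± 0.19 (adjusted p = 0.661 and 0.619). The diacylglycerol acyltransferase genes DGA1 and DGA2 differed by 0.24 ± 0.26 and 0.65 ± 0.20 (adjusted p = 0.626 and 0.0201), the latter below 2-fold.

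The slide and the position of an array on it are known for every array. Slides 3 and 4 held both sample 45 and the reference. Within them GZF1 was higher by 4.58 and 5.04, ACL2 differed by -1.53 and -1.93, the transcription factor median by 0.20 and 0.35 relative to all genes, and the ranked factors by 0.35 and 0.59. The amino acid median was -0.23 and -0.13, the lipid median -0.14 and -0.08, and the filamentous growth median 0.09 and 0.34, but the beta-oxidation median was -0.49 on slide 3 and 0.15 on slide 4. With the slide as a block, the beta-oxidation list no longer passed (adjusted p = 0.0606). The medians of the other lists were then 0.29 for transcription factors (adjusted p = 1.53e-06), 0.37 for ranked factors (4.00e-04), 0.32 for filamentous growth (0.0302), -0.20 for amino acid genes (0.00797) and -0.13 for lipid genes (0.0302). All reference arrays lay at position 1 and arrays of sample 45 at positions 3 and 1. No other time sample had an array at position 1, so position cannot be told apart from group in their comparisons with the reference. With the position as a fixed block, only replicate 2 of sample 45, at position 1, was set against the reference arrays. The differences were then -1.20 for ACL1, 1.10 for RPN4, 1.08 for PXA2, -1.09 for MFE1, -1.14 for ELO1 and 0.03 for PUT3. From all 3 arrays they were -1.19, 1.05, 1.14, -1.01, -1.25 and 1.575 in the same order. The PUT3 array that read 11.1 lay at position 3, so it did not enter this difference. With 1 array left, the fit cannot decide whether these calls depended on position. Under quantile normalization ACL1 stood at -0.99, below 2-fold, and MFE1 at -0.92 (adjusted p = 0.09). Leaving out 1 replicate number ended the calls of ACL1 (replicate 1, -0.95) and RPN4 (2 or 4, 0.97 and 0.998, below 2-fold). It also ended those of PXA2 (2 or 3, 1.135 and 1.085, adjusted p = 0.0631 and 0.0844), ELO1 (2, 3 or 4, -1.442, -1.109 and -1.164, adjusted p = 0.111, 0.294 and 0.107) and MFE1 (any of 4, -0.84 to -1.108, adjusted p = 0.0506 to 0.17). ELO1 read 14.7 on replicate 1 of sample 39, against 10.871 and 10.852 on its other arrays. That spread enters the SE of ELO1 in every comparison of arrays.

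**Figure D1:**
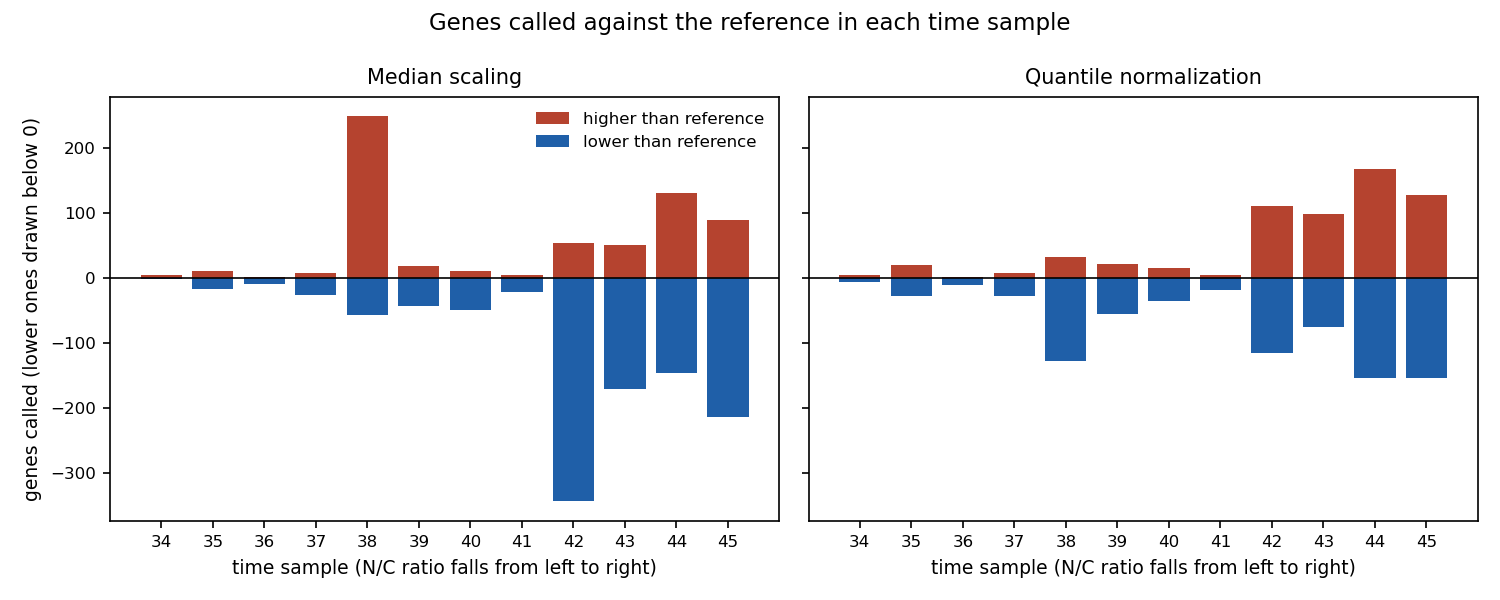
Number of genes called against the reference (vertical axis; genes that were lower are drawn below 0) in each of samples 34 to 45 (horizontal axis), with arrays scaled to a common median on the left and quantile normalized on the right. Counts stay at 62 or fewer before sample 42 under median scaling, except for 306 in sample 38, and lie between 221 and 396 in samples 42 to 45.

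Each of the other time samples was compared with the same reference to follow the change over the course. None of their arrays lay at position 1, where all reference arrays lay, so position stays confounded with these comparisons. GZF1 was higher at every time, by 1.84, 1.44, 2.53, 3.20, 2.24, 2.71 and 3.07 in samples 35 to 41, then by 5.03, 5.09 and 5.52 in samples 42 to 44. ACL2 lay within 0.61 of the reference in samples 34 to 41 and at -0.999, -1.50 and -1.32 in samples 42 to 44, of which samples 43 and 44 were called. TFB2 was at -1.16, -1.32 and -1.03 in samples 42 to 44, all called. GZF3 was called in sample 44, at 1.67 (adjusted p = 8.88e-06). Genes higher and lower than the reference numbered 11 and 17 in sample 35, 2 and 10 in sample 36, 7 and 26 in sample 37, 249 and 57 in sample 38, 19 and 43 in sample 39, 11 and 50 in sample 40, and 5 and 21 in sample 41. They were 53 and 343 in sample 42, 51 and 170 in sample 43, and 130 and 146 in sample 44. The median of all genes stood at 0.37 in sample 38, -0.30 in sample 42 and -0.23 in sample 43, and quantile normalization gave 32 and 127, 111 and 115, and 98 and 76 there. Under 75th percentile scaling the direction of most calls turned: 28 genes were higher and 322 lower in sample 38, 340 and 96 in sample 42, and 265 and 66 in sample 43, while sample 44 gave 156 and 377. Over all times 910 genes were called at least once.

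Sample 45 was set against sample 34, the span of the series without the reference. These samples shared no array position, so position and time cannot be told apart here. GZF1 rose by 3.50 ± 0.29 (adjusted p = 7.75e-12) while TFB2 decreased by 1.47 ± 0.23 (adjusted p = 8.44e-06). YALI0D14872g, not above background on any array of sample 34, lay at least 2.61-fold higher in sample 45 (adjusted p = 4.93e-05), and YALI0B16522g at least 12.5-fold lower. Among lipid enzymes, ACL2 (-1.83 ± 0.23), the acyl-CoA oxidases POX3 (-1.37 ± 0.23) and POX6 (-1.02 ± 0.22), POT1 (-1.02 ± 0.30) and ELO1 (-1.23 ± 0.46) were called lower, but the median of all genes stood at -0.37. Relative to it they were at -1.46, -1.0005, -0.65, -0.65 and -0.86, and none of these 5 was called under quantile normalization. Without replicate 1, POX6 (-0.78) and POT1 (-0.79) were not called either, nor POT1 without replicate 3 (-0.95) or ELO1 without replicates 2, 3 or 4 (adjusted p = 0.17, 0.223 and 0.0523). In all 56 genes were higher and 412 lower, against 124 and 101 under quantile normalization, with 56 and 100 in common. Under 75th percentile scaling the direction of most calls turned, to 683 higher and 102 lower (median of all genes 0.43), with 158 genes shared with the 468 and 0 called in opposite directions.

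Consecutive samples were compared to locate the times of greatest change. Between samples 41 and 42 (153.08 and 155.75 h) GZF1 rose by 1.95 ± 0.29 (adjusted p = 2.67e-05) and YALI0C05709g by 2.73 ± 0.20 (adjusted p = 3.51e-13), and YALI0B16522g decreased by 1.83 ± 0.24 (adjusted p = 1.51e-06). The step from 41 to 42 called 33 genes higher and 149 lower, or 58 and 28 under quantile normalization, with 31 and 28 in common, and 107 higher and 28 lower under 75th percentile scaling. The steps from 37 to 38 and from 38 to 39 called 162 and 265 genes, against 35 and 89 under quantile normalization, and the former fell to 6 with the slide as a block. The 3 arrays of sample 39 correlated with each other (mean r = 0.925, 0.948 and 0.928) about as they did with arrays of other groups (0.941, 0.962 and 0.927). These counts depended on single replicates. With replicate 1, 2 or 3 left out of every group, the step from 37 to 38 called 649, 0 and 0 genes in limma (2220, 249 and 1903 at an unadjusted p under 0.05), that from 38 to 39 called 535, 17 and 417, and that from 41 to 42 called 35, 314 and 31. The step from 36 to 37 called 0 genes in limma (380 at an unadjusted p under 0.05) and 1 under quantile normalization. The remaining steps, in order of time, called 1, 19, 2, 1, 11, 55 and 9 genes. Without replicate 3 the step from 35 to 36 called 189 genes in place of 19, and that from 43 to 44 called 0 in limma (524 at an unadjusted p under 0.05) in place of 55. Which step called most depended on the replicate left out and on the processing. Under 75th percentile scaling it was that from 43 to 44, with 4 genes higher and 216 lower, against 49 and 6 under median scaling. The step from 44 to 45 called 69 under 75th percentile scaling.

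The trend asked which genes followed the N/C ratio over the 12 time samples. GZF1 rose with falling N/C ratio by 4.16 ± 0.44 (fitted log2 difference, SE; adjusted p = 3.88e-05) and YALI0C05709g by 4.93 ± 0.76 (adjusted p = 8.71e-04), and ACL2 decreased by 1.83 ± 0.33 (adjusted p = 0.00249). YALI0D14872g (higher, adjusted p = 0.00214) and YALI0B16522g (lower, adjusted p = 5.86e-05) passed too, but no size is given, since each was not above background at 1 end of the series. ELO1 (-1.33), POX3 (-1.07), POX6 (-0.77) and GPD1, the glycerol-3-phosphate dehydrogenase gene (-0.74), also passed (adjusted p = 0.0297 to 0.0495), but not under quantile normalization or 75th percentile scaling. Each of these 4 calls was also lost without replicates 2 or 3 and without samples 43, 44 or 45 (adjusted p = 0.0507 to 0.176), and some without other single samples. Without replicates 2 and 3 the fitted differences stayed close to the full ones: ELO1 -1.43 and -1.32, POX3 -0.99 and -1.06, POX6 -0.83 and -0.75, GPD1 -0.72 and -0.68. Without sample 45, over a shorter span, they were smaller, at -1.105, -0.87, -0.56 and -0.67. In all 67 genes rose and 355 fell against a median of all genes of -0.29. The split was 251 and 269 under quantile normalization, with 66 and 231 in common. Under 75th percentile scaling the direction of most calls turned, to 418 up and 113 down, of which 178 were shared with the 422.

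Of 130 transcription factors 2 rose and 3 fell along the trend, by both counts, with a median 0.22 above all genes (camera adjusted p = 2.89e-04, or 0.973 with an estimated correlation). Under quantile normalization 14 rose and 3 fell, with 19 and 4 over the list alone. Of the 12 ranked factors, which are not independent evidence, 1 rose and 1 fell, with 2 and 1 adjusted over the list alone (adjusted p = 0.00265, or 0.914 with an estimated correlation). Under quantile normalization 3 rose and 1 fell, and under 75th percentile scaling the list did not pass (adjusted p = 0.103). No other list passed. The members up and down, with those adjusted over the list alone after them, were 7 and 31, then 9 and 42, for amino acid genes (adjusted p = 0.764), and 5 and 30, then 7 and 38, for lipid genes (adjusted p = 0.764). They were 0 and 2, then 0 and 3, for beta-oxidation, and 0 and 3, then 0 and 4, for fatty acid and triacylglycerol synthesis (adjusted p = 0.958 for both), and 0 and 0 by either count for filamentous growth (adjusted p = 0.62). Under quantile normalization 16 amino acid genes rose and 15 fell, and 13 lipid genes rose and 17 fell. The excess of falls was thus gone for amino acid genes and smaller for lipid genes. For beta-oxidation the median (-0.04) and the mean (0.02) relative to all genes had opposite signs, as they had for fatty acid and triacylglycerol synthesis (0.10 and -0.03). Successive times of 1 culture are related, and tests on the differences between consecutive times called 0 genes in limma, with 2 at an unadjusted p under 0.05. Those 2 are far fewer than chance alone gives among 5273 genes. That test could hardly call any gene, so it does not decide whether the trend is serial. With the array position as a fixed effect 0 genes were called (151 at an unadjusted p under 0.05). That fit took single arrays, with the time sample as a random block, in place of time sample means. Array positions changed along with the time samples, so it cannot fully tell position from time. Without sample 45 the trend called 54, and POX3, POX6, GPD1 and ELO1 were not among them.

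The study divides the course into phases, and samples 43 to 45 were compared with samples 34 to 42. These phases were chosen on the same samples, so the comparison describes them and is not independent evidence of them. YALI0C05709g rose by 3.91 ± 0.47 (adjusted p = 7.68e-05), GZF1 by 2.62 ± 0.50 (adjusted p = 0.00458), GZF5 by 0.70 ± 0.19 (adjusted p = 0.0396) and RPN4 by 0.60 ± 0.15 (adjusted p = 0.0275). ACL2 decreased by 1.37 ± 0.24 (adjusted p = 0.00202), ELO1 decreased by 1.11 ± 0.24 (adjusted p = 0.011) and POX3 decreased by 0.82 ± 0.22 (adjusted p = 0.0325). YALI0D14872g (higher, adjusted p = 0.00553) and YALI0B16522g (lower, adjusted p = 8.73e-05) passed too, with no size given for the reason above. POT1 (-0.89, adjusted p = 0.0252) and ACL1 (-0.70, adjusted p = 0.0193) passed here but not under quantile normalization. In all 80 genes rose and 220 fell, against 261 and 336 under quantile normalization, with 80 and 196 in common, and 102 and 126 under 75th percentile scaling. The median of all genes stood at -0.10.

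Between these phases 4 of 130 transcription factors rose and 1 fell, with 3 and 0 adjusted over the list alone (median 0.13, camera adjusted p = 6.84e-05, or 0.683 with an estimated correlation). Under quantile normalization 17 rose and 3 fell, with 20 and 3 over the list alone. Of the 12 ranked factors, not independent evidence here either, 1 rose and 0 fell, with 3 and 0 adjusted over the list alone (adjusted p = 0.00268, or 0.635 with an estimated correlation). The other lists did not pass under median scaling, but under quantile normalization filamentous growth (higher, adjusted p = 0.022, or 0.137 with an estimated correlation) and amino acid genes (lower, 0.043, or 0.633) did, as under 75th percentile scaling (0.0487 for both). Members up and down, then adjusted over the list alone, were 8 and 24, then 10 and 36, for amino acid genes (adjusted p = 0.0577), 6 and 22, then 7 and 36, for lipid genes (0.112), 0 and 2, then 1 and 4, for beta-oxidation (0.12), 0 and 3 by both counts for fatty acid and triacylglycerol synthesis (0.775), and 0 and 0, then 1 and 0, for filamentous growth (0.0749). Without sample 45 the calls of GZF5, RPN4, ACL1, POX3, POT1 and ELO1 were lost and 54 genes were called in all. Without sample 44 the same 6 calls were lost, with that of YALI0D14872g (adjusted p = 0.0759), and 105 genes were called. Other single omissions ended some of them too. GZF5 fell to 0.35 without replicate 2 (adjusted p = 0.385) and was lost without replicate 3 (0.127) and samples 37, 39, 40 or 41 (0.0671 to 0.0757). RPN4 was lost without replicates 1 or 2 (0.0581 and 0.0774) and samples 37 or 41 (0.0548 and 0.0552), and POX3 without replicates 1 or 3 (0.0604 and 0.0556) and samples 37, 39, 40, 41 or 43 (0.0503 to 0.0932). In these omissions the differences stayed close to the full ones, at 0.63, 0.54, 0.59 and 0.58 for RPN4 and -0.79 to -0.87 for POX3. ACL1 (0.0531) and ELO1 (0.0699) were lost without replicate 3 and POT1 without replicate 1 (0.0885). With the N/C ratio as a covariate 9 genes were called, GZF1 stood at 0.72 and ACL2 at -0.82, neither called. With the array position as a fixed effect 3 genes were called, again in a fit of single arrays with the time sample as a random block. Positions changed with time, so that fit cannot fully separate them.

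**Figure D2:**
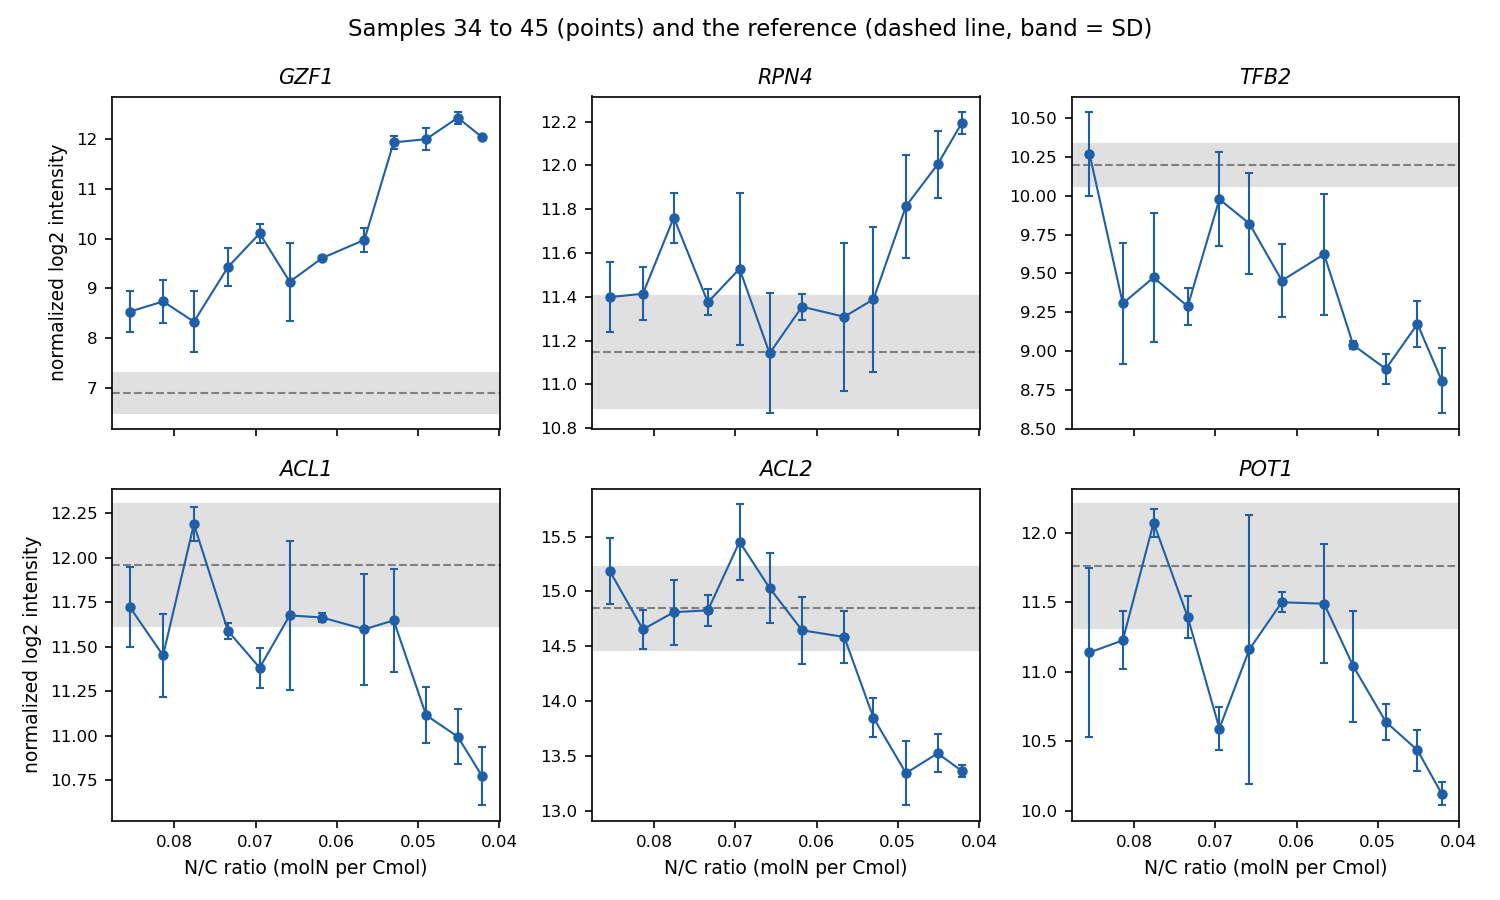
Normalized log2 intensity (vertical axis) of GZF1, RPN4, TFB2, ACL1, ACL2 and POT1 against the N/C ratio of the feed (horizontal axis, falling to the right). Points are means of 3 arrays of samples 34 to 45 with SD bars, and the dashed line and band are the mean and SD of the 4 reference arrays. GZF1 steps up by 1.95 from sample 41 to sample 42, and ACL2 lies at -1.32 to -1.50 relative to the reference in samples 43 to 45.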

Values the study reported

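The study reported 80 samples from 26 time points of the D-stat culture and data for 6539 genes. Its network held 111 transcription factors, 4451 target genes and 17,048 interactions, built from a list of 151 factors. It placed 282 genes in the lipid group. The study reported that its phases began at 123.67, 139.58, 157.58 and 166.08 h, at C/N ratios of 8.63, 11.70, 20.41 and 30.96. For the first and second phase it also gives C/N ratios of 7.89 and 8.63.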

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

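Of the tests given here, the one on the scaling of the arrays was written down after its result had been seen, and those on array position, dim genes and the place of the split were drawn up after the calls had been seen but before they were run. The readings of position against separate control arrays were added after those with shared ones were known.

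The log2 signal of PAH1, the phosphatidate phosphatase gene, was 11.7 (11.674) in reference replicate 4, and that of PXA2 was 10.1 (10.089) in reference replicate 1, each standing apart from the other reference arrays by Dixon's ratio. They were 2 of 45 genes of the named lists examined in this way. Over all genes the share was 6.54% (345 of 5273), where chance gives about 1 group in 20.

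Probes for genes of other organisms, which lie outside the comparisons above, were detected in 14.7% of 1160 readings, against 1.75% of 3080 readings of negative control spots. The 29 probes stand for 9 genes. At least 1 probe of rcDGAT2 was detected on 39 arrays, of HCHer on 36 and of huIDS on 33, and of huEpo on 0. The first 3 genes had 3 probes each, with 39, 37 and 64 detections. For rcDGAT2 and HCHer most of these arrays thus had a single detected probe, so the probes of these genes did not agree. No explanation was tested.

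The genes called in sample 45 against the reference, 303 in number, exceeded those of every other split of the 7 arrays. The highest other split gave 182, and the real split was the only 1 of 35 with as many. This is the lowest share 35 splits can give. It argues against chance at that share for this sample alone, unadjusted for the others. Array position could account for such calls, since all reference arrays lay at position 1. For the 294 genes called from the arrays of sample 45 at position 3, signed differences were taken relative to the median of all genes. Their median was 1.25 there and 1.23 (95% interval 1.19 to 1.32) in the array at position 1, with 293 of the same sign. A shift shared by all genes is left out of this reading. The interval came from resampling these genes on 1 array, so it leaves out the spread between arrays. These readings share reference arrays, and with genes called against 2 reference arrays and read against the other two, in all 6 ways, the median was 1.01 to 1.31, which argues against position as the whole cause, although on 1 array of sample 45. Scaling is not the whole cause of the calls, since 79.5%, 241 of 303, kept their call under quantile normalization. Lower genes prevailed there too (127 higher, 153 lower). Higher genes prevailed under 75th percentile scaling (227 against 185), which also changed the background correction. A response to the fall in N/C ratio stays open as a hypothesis, beside differences between sampling times of a single culture, which the design cannot separate from it.

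The change between samples 41 and 42 called 182 genes, with 0 in the highest other split, but 10 splits of 6 arrays are too few for a share under 0.05. Position could account for this too, since all arrays of sample 41 lay at position 7 and 2 of sample 42 at position 5. The 141 genes called from those 2 arrays had a median signed difference, again relative to all genes, of 0.93 there. In the array of sample 42 at position 7 it was 0.926 (95% interval 0.83 to 0.98, again over genes), with 137 of the same sign. Called against 2 arrays of sample 41 and read against the third, the median was 0.533 to 1.30 in the 3 ways, which argues against position as the whole cause, again on 1 array. A split of the time samples at sample 42 called 1097 genes, or 1185 under quantile normalization, against 300 and 597 for the split at sample 43, but that split was tried after the step had been seen and largely restates it, so the place of a turn stays open.

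The transcription factors as a group lay above the other genes in sample 45. The mean signal of the factors was 8.63, against 8.90 for all genes, and a shift of all dim genes could give the same. The median difference of the list was 0.18, against -0.10 (95% range -0.18 to -0.02) in 10000 random lists matched on mean signal, and exceeded the upper end of that range by 0.20. Under quantile normalization it was 0.28 against 0.03 (-0.07 to 0.10). This argues against dimness as the cause, while correlation among the factors stays open, since the shift did not pass with an estimated correlation (adjusted p = 0.331).

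For the other time samples against the reference, 35 splits of 7 arrays were possible. The real split was the only 1 with as many calls in sample 35 (28, highest other 8), 37 (33, 10), 39 (62, 34), 40 (61, 43), 41 (26, 7), 42 (396, 353), 43 (221, 178) and 44 (276, 152). This is the lowest share 35 splits can give, and it argues against chance for each sample alone, unadjusted for the others. The real split also parted the array positions, so it does not set the samples apart from position. Chance stays open for sample 34 (5, highest other 23), for which 2 splits gave as many, the real one included. It stays open too for sample 36 (12, 171), for which 3 did, and sample 38 (306, 350), for which 2 did. For sample 45 against sample 34 (468, highest other 0) and for the steps between consecutive samples, 10 splits are too few for a share under 0.05. The steps from 34 onward gave 1 (highest other 0), 19 (145), 0 (44), 162 (0), 265 (286), 2 (1), 1 (0), 182 (0), 11 (0), 55 (1) and 9 (0). In 2 of 10 splits, the real one included, the step from 35 to 36 and that from 38 to 39 had as many calls, and all 10 did for the step from 36 to 37. For the trend 3 of 100 orders of the time samples gave as many as 422 calls (highest other 914), and for samples 43 to 45 against 34 to 42 it was 3 of 100 splits (300, highest other 1898). These shares do not exclude chance, because successive samples of a culture are related, unlike those of random orders and splits, and the phases were drawn on these samples. The split with 1898 calls set samples 34, 38 and 39 apart. It called 194 under quantile normalization, and these 3 samples had the highest medians of all genes against the reference (0.27, 0.37 and 0.03), so most of that count came with the scaling.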

How the results depend on the processing

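The alternatives with the 75th percentile, normexp on all spots, array position, both scalings together, the 2 arrays of most changed normexp fit and, for lists, the slide and the authors' table were chosen after seeing the data. The planned setting with Agilent's processed signal was not run, because the scanner files are of another program. In sample 45 against the reference the call counts lay within 1.5 times of 303 under every setting except no fold minimum (793), but with the 75th percentile more of them were higher (227) than lower (185). Of the values of named genes there under alternatives, 211 kept their direction and side of the threshold and 44 no longer passed. The cause of the changes below was not tested, except that a fold minimum, a demand for both scalings or fewer samples change a count by their construction.

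For sample 34 against the reference (5) the count was 3 with offset 50, 10 under quantile normalization, 16 in the authors' table, 22 with the 75th percentile, 12 with position as a random block and 0 with normexp on all spots (limma, 207 at an unadjusted p under 0.05). For sample 45 against sample 34 (468) it was 247 with offset 50, 225 under quantile normalization, 741 with the brightest probe, 785 with the 75th percentile (683 of them up, against 56), 1229 with no fold minimum and 156 under both scalings. For all samples against the reference (910) it was 568 with offset 50, 1789 with the brightest probe, 2863 with no fold minimum and 484 under both scalings. For consecutive samples (556) it was 284 with offset 50, 265 under quantile normalization, 1057 with the brightest probe, 364 with normexp on all spots, 1554 with no fold minimum and 173 under both scalings.

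For the trend (422) it was 199 with normexp on all spots, 181 without sample 34, 686 without sample 36, 153 without sample 43, 216 without sample 44 and 54 without sample 45. It was 0 in limma for differences between consecutive times (2 at an unadjusted p under 0.05) and 0 with position as a fixed effect (151). For samples 43 to 45 against 34 to 42 (300) it was 597 under quantile normalization, 491 with normexp on all spots, 709 without sample 42, 174 without sample 43, 105 without sample 44, 54 without sample 45, 9 with the N/C ratio as a covariate and 3 with position as a fixed effect.

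Leaving out each replicate number in turn gave 2 to 15 genes for sample 34 against the reference, 275 to 336 for sample 45 against the reference, 314 to 656 for sample 45 against sample 34, 658 to 1346 for all samples against the reference, 350 to 931 for consecutive samples, 222 to 438 for the trend and 191 to 272 for samples 43 to 45 against 34 to 42. PUT3 in sample 45 against sample 34 ranged from -0.0709 without replicate 3, where its sign changed, to 2.53 without replicate 2. Without the 2 arrays whose normexp fit moved most, replicate 1 of samples 43 and 45, the counts were 5, 312, 495, 948, 504, 435 and 342 in the same order. Replicate 2 of sample 34, the next in that ranking, was kept, so this setting does not test the arrays of sample 34.

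Replicate numbers did not pair the arrays. Deviations of same-numbered arrays correlated at a mean r of -0.0033 (range -0.508 to 0.53, 72 of 234 pairs over 0.1), those of other pairs at 0.00286, and 10 of 40 arrays correlated best with their own number. With the number as a replicate block the counts were 22 for sample 34 against the reference, 704 for the trend and 483 for samples 43 to 45 against 34 to 42, and within 1.5 times for the other comparisons. For the trend and the phases this fit took single arrays, with the time sample as a random block, in place of time sample means. Those 2 counts therefore cannot be credited to the replicate number alone.

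With an estimated correlation none of the 13 list shifts passed. Adjusted p was 0.39 for amino acid, lipid and beta-oxidation genes in sample 34. In sample 45 it was 0.444 for amino acid and beta-oxidation genes, 0.331 for filamentous growth and transcription factors, 0.473 for lipid genes and 0.197 for ranked factors. It was 0.973 and 0.914 for factors and ranked factors along the trend, and 0.683 and 0.635 between phases. Under quantile normalization beta-oxidation did not pass in sample 34 (0.0947) or 45 (0.0772), nor in sample 45 with the slide as a block (0.0606). With the 75th percentile amino acid genes (0.0697) and beta-oxidation (0.418) in sample 34 and ranked factors along the trend (0.103) did not pass. The authors' table kept all 13.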

Other observations

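In sample 44 (159.58 h, N/C ratio 0.0451) GZF3, another GATA factor, stood 1.67 above the reference, the one time at which it was called under median scaling, and GZF1 reached 5.52, its highest value. Of the 12 ranked factors 4 rose and 0 fell, by both counts, with a median 0.76 above all genes (camera adjusted p = 1.25e-05, or 0.0459 with an estimated correlation). That list was chosen by the study on these samples and is not independent evidence. Of 130 transcription factors 7 rose and 2 fell, by both counts (median 0.39, adjusted p = 1.80e-08, or 0.178 with an estimated correlation). The difference of these shifts from those in sample 45 was not tested. The list tests in sample 44 were not planned, and the sample was picked from 12 times. Their p-values were adjusted over the lists of this comparison alone and not over the times. No list test under another scaling was made here, and array position stays confounded with the comparison with the reference.

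In sample 38 (147.22 h) beta-oxidation genes lay far below the others, with 0 of 12 up and 3 down, by both counts, and a median of -0.81 relative to all genes (camera adjusted p = 2.88e-04, or 0.368 with an estimated correlation). POT1 decreased by 1.17 there. Amino acid genes (4 up, 10 down, median -0.16) and lipid genes (1 up, 4 down, median -0.18) lay lower too (adjusted p = 5.55e-04 each, or 0.376 with an estimated correlation). The fatty acid and triacylglycerol synthesis list had 0 members up and 0 down by both counts and a median of -0.29 (adjusted p = 0.0239, or 0.376 with an estimated correlation). In this sample the median of all genes stood at 0.37 and the beta-oxidation median itself at -0.43 against the reference. Most calls were higher under median scaling (249 against 57) but lower under quantile normalization (32 against 127). No list test under another scaling was made here. Chance stays open for the calls of this sample (306, highest other split 350), and array position is confounded with the comparison. Beta-oxidation genes were not low throughout: they lay above all genes in sample 36 (median 0.40, adjusted p = 4.81e-06, or 0.142 with an estimated correlation) and sample 40 (0.33, adjusted p = 0.0334, or 0.611). In sample 36 all 7 lists lay above all genes (adjusted p = 4.81e-06 to 0.0411, or 0.142 to 0.396 with an estimated correlation), so the shift there was not one of metabolic genes alone.

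Against sample 34 the transcription factors also lay higher in sample 45. Of 130, 4 rose and 4 fell, with 3 and 4 adjusted over the list alone, or 10 and 2 under quantile normalization, and the median lay 0.26 above all genes (camera adjusted p = 2.54e-04, or 0.589 with an estimated correlation).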
